A study of Gallus gallus with 6 samples. Its data were reported in "Distinct gene regulatory dynamics drive skeletogenic cell fate convergence during vertebrate embryogenesis" (2025).

How the data were processed

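Single-cell accessibility (scATAC-seq, 10x Genomics) was measured in 6 libraries of chicken embryos: frontonasal prominence at HH15 and HH18, somites at HH12 and HH15, and limb at HH21 and HH24. The labels gave the location and stage of each library and no replicate numbers or sex. Location was the group, with 2 libraries each, and stages were never the same for both libraries of a location.

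The deposited matrices hold raw counts of transposition events (fragment ends) per peak and barcode, made by the authors with Cell Ranger ATAC, version 1.2.0 per the file headers, on GRCg6a in a separate run for each library. Between 85.3% and 94.8% of the nonzero values of a library were even, since a fragment usually has both ends in one peak. The deposited peak lists give positions with no score, and the deposited barcodes are those called cells by Cell Ranger ATAC. The study's later filters had not been applied to these files, and its own merged peak set is another one. In all, 18 files were used. Total counts per library ranged from 58100759 to 150500714.

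Peaks were called in each library separately, so overlapping peaks of the 6 libraries (1 bp or more) were merged into regions, and the counts of all peaks of a library in a region were added. A library without a peak in a region has no count there, so accessibility was compared over regions called in all 6 libraries. Peaks of a library often covered only part of a merged region, and the covered length of each region was therefore recorded for each library. Coordinates are 1-based.

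Barcodes with 1000 to 100000 counts were kept. Doublets were predicted in each library from artificial doublets, with the share of artificial doublets among the 30 nearest neighbours as the score, and n squared divided by 100000 barcodes of a library with n barcodes were removed. This is an own implementation of the approach and not the tool the study used. Filters on the share of fragments in peaks, nucleosome signal and transcription start site enrichment were not applied, because they need fragment files or gene positions that were not analysed here. For clustering, the regions seen in at least 1% of the cells of a location, without the 0.1% most frequent, were turned into 30 latent semantic indexing components, of which the first was left out. The libraries of a location were then aligned by an own implementation of an iterative soft clustering correction (diversity penalty 2). Leiden clusters were found on a graph of 20 neighbours at a resolution of 0.4 for the frontonasal prominence and somites and 0.6 for the limb. Clusters were compared by the Spearman correlation of centred log2 CPM over the 5000 most variable of the 24149 regions on even-numbered chromosomes and scaffolds called in all 6 libraries. Pairs of clusters from different locations that matched each other best were picked in the same way on odd-numbered chromosomes (29336 regions). Their correlations are given for the even-numbered ones. For clusters, all regions means no limit on covered length. The numbers of the clusters follow their size.

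Counts were summed over all kept cells of each library. Location differences were fitted with edgeR quasi-likelihood (TMM factors), each location against the mean of the other 2, with location as the only term, Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change beyond 0.25. The later library was compared with the earlier one in the same way, with location as a term. Standard errors (SE) are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. For locations they belong to the contrast with the mean of the other 2 over all 6 libraries, which share a spread. The overlap of peak lists was tested by an exact permutation test over the 15 ways to pair 6 libraries. Shares of cells carry exact Clopper-Pearson 95% intervals. The methods were tested on simulated data. The clusters of simulated cells matched their populations with an adjusted Rand index of 1.0 after alignment and 0.613 without it. For doublets, as many barcodes with the highest scores were removed as doublets had been planted. These held 63.9% of the doublets of unlike cells. The number of barcodes removed by the rule used on the data was not tested in this way.

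The tests, thresholds, a first set of alternative settings and the rule for named regions were fixed before the data were examined. The rule named, for each location, the 3 regions with the largest log2 fold change past the threshold with at least 100 counts in its mean library. A further rule, for the 5 largest changes in each direction with both libraries beyond all 4 others, had been written for genes. It was carried over to regions whose smallest covered length was at least 50% of the largest, and that limit was set after values had been seen. Regions of at least 10000 bp, the settings for covered length, the comparison of clusters, the windows of exclusive regions, the classes of cells by chromosome W, and the settings without chromosomes W and Z, with doublets kept and with counts thinned to the smallest library were chosen after the data were seen.

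Cells with at least 10000 counts were classed as W-positive with 4 or more counts on chromosome W per 10000 and W-negative with 0.5 or fewer. Sums of both classes in each library were compared with edgeR, with library as a term. A difference of this effect between locations was tested as an interaction. In simulated data 98% of regions changed 2-fold were called, with 16 false calls among 56162 regions, and in the location comparisons 2 to 5 false calls. Each simulation changed 50 regions at each fold, fewer than were called in the location comparisons.

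The alternative settings chosen beforehand were DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, no fold minimum, regions called in both libraries of at least 1 location, the earlier or later library as a block, leaving out each library, a stricter peak list of 58890 peaks per library, and a reciprocal overlap of both peaks. With the reciprocal overlap, the Jaccard index and the exclusive counts are over peaks rather than bases or merged regions. Where a library was left out, the remaining library of its location was assumed to vary like those of the other locations.

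No genome or gene annotation of GRCg6a was used, and a gene table of GRCg7b was not transferred to these positions. Regions are therefore given by position and clusters by number. The planned comparisons of mesenchyme-like and chondrogenic-like cells, promoter and distal regions, gene lists, cell classes and sequence motifs were not run, and the stage comparison was run on all kept cells in place of mesenchyme-like cells. The study's test of single cells was not repeated, because cells of a library are not independent samples. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.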

Results

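Open chromatin was profiled in single cells of chicken embryos by scATAC-seq, in which a transposase cuts accessible DNA and each cut is counted under the barcode of its cell. The 6 libraries came from 3 places where skeleton forms in the embryo. These were the frontonasal prominence at Hamburger-Hamilton stages HH15 and HH18, the somites at HH12 and HH15, and the limb at HH21 and HH24. The frontonasal prominence is the upper facial swelling that neural crest cells fill, somites are the blocks of mesoderm beside the neural tube, and the limb bud grows out of the lateral plate mesoderm. Each location had 2 libraries of different stage and no repeat of a stage, so the spread between libraries of a location included the difference in stage, and the p-values of edgeR and DESeq2 measure differences against the spread between these 6 samples. Both limb libraries were older than every other library, so a difference of the limb from the other locations cannot be separated from age. Frontonasal HH15 and somite HH15 were the pair of different location and equal stage.

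The frontonasal libraries held 117193851 counts at HH15 and 58100759 at HH18. The somite libraries held 150500714 at HH12 and 95303207 at HH15, and the limb libraries 109594973 at HH21 and 66695757 at HH24. After barcodes with too few or too many counts and predicted doublets were removed, 37565 of 41352 barcodes remained. These were 6312 and 5623 cells from the frontonasal prominence, 11244 and 2878 from the somites, and 4472 and 7036 from the limb, in order of stage. The median barcode had 7604 counts in limb HH24 and 29856.5 in somite HH15, the lowest and highest of the 6 libraries. Cells with reads on chromosome W, which female birds carry, made up 17.5% of the cells with a clear class in somite HH15 and between 43.8% and 78.6% in the other 5 libraries, so the mix of sexes differed between libraries.

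The first question was whether libraries of one location shared more accessible regions with each other than with libraries of the other locations. They did for all 3 locations. The Jaccard index, the bases covered by both peak lists over those covered by either, was 0.752 for the somite libraries, 0.624 for the limb libraries and 0.575 for the frontonasal libraries. Pairs from different locations ranged from 0.363, for somite HH12 with limb HH24, to 0.537, for frontonasal HH15 with somite HH15, which were of equal stage. The mean was 0.651 ± 0.0913 (SD, 3 pairs) within locations and 0.454 ± 0.0579 (SD, 12 pairs) between them. Of the 15 ways to pair 6 libraries, the pairing by location gave the highest mean (next highest 0.569; exact permutation test, one-sided p = 0.0667, the smallest that 15 pairings allow). Accessibility levels over the 56162 regions called in all 6 libraries were also more alike within locations, with Spearman correlations across regions of 0.857 to 0.971 within locations and 0.595 to 0.796 between them (exact one-sided p = 0.0667; regions are not independent replicates).

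**Figure D1:**
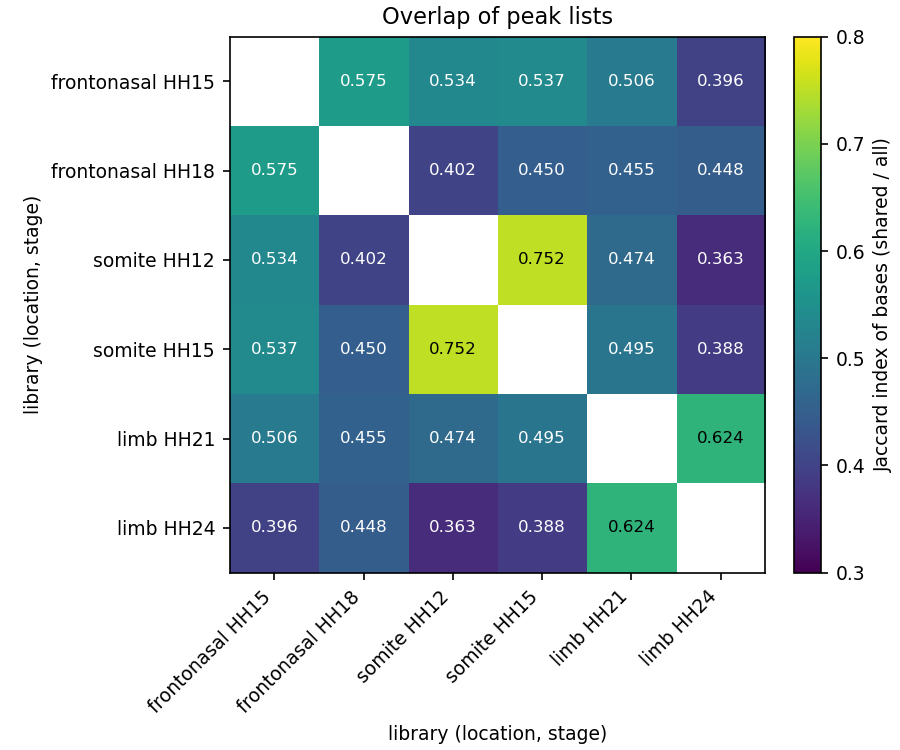
Jaccard index of the bases covered by the peak lists of each pair of libraries, with the library on both axes and the index as colour and printed value. The 3 pairs from one location lie at 0.575, 0.752 and 0.624, above the highest pair from different locations at 0.537.

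Each location also had regions open in both of its libraries and called in no other library. The somites had 25685 such regions, the limb 14102 and the frontonasal prominence 6871, which were ranks 1 to 3 among the 15 pairs of libraries. The highest pair from different locations, frontonasal HH15 with somite HH12, shared 4786 exclusive regions, and the median of such pairs was 667. With peak lists shortened to the 58890 strongest peaks of each library, the counts were 8253, 7353 and 5425 against at most 927 for pairs from different locations. The full lists were of unequal length, from 117780 peaks in frontonasal HH18 to 195762 in somite HH12. Of the 270829 merged regions, 56162 (20.7%) were called in all 6 libraries and 75508 (27.9%) in a single one. Regions called everywhere were broad, with a median width of 1277 bp, while those called in a single library had a median width of 261 bp.

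In some windows exclusive regions were denser than in shuffles, which ignored the chromosome and treated neighbouring regions as independent. All positions are 1-based on GRCg6a. The densest window of 100 kb for the somites, at 13600001 to 13700000 on chromosome 2, held 19 exclusive regions among its 40 regions (permutation p = 0.002, one-sided, the share of 1000 shuffles of the exclusive regions among all regions whose densest window held as many; the smallest possible is 0.001). A somite window on chromosome Z, 24800001 to 24900000, held 15 of 34 (permutation p = 0.047). The share of somite-exclusive regions was high on all of chromosome Z, so this p-value does not show gathering within it. The densest limb window lay on chromosome 9 at 7200001 to 7300000 with 13 of 37 (permutation p = 0.003). The densest frontonasal window, at 20700001 to 20800000 on chromosome 7, held 8 of 42 (permutation p = 0.037), while shuffles reached 10. The next frontonasal window, on chromosome 6, had a permutation p of 0.292. Somite-exclusive regions made up 13.8% of all regions on chromosome Z, compared with 10.3% on chromosome 1, 10.5% on chromosome 2 and 5.04% on the small chromosome 28. For the limb the share on chromosome Z was 4.57%, and for the frontonasal prominence 2.95%. The share of counts on chromosome Z was 5.52% in somite HH15, the highest of the 6 libraries, and 3.99% in somite HH12.

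The next question was which of the shared regions differed in accessibility between locations. Each location was compared with the mean of the other 2 over the 56162 regions called in all 6 libraries, with all kept cells of a library summed. The paper took the dorsal brachial region for its somite samples and recovered skin and blood cells besides mesenchyme. A difference in cell type make-up between the dissections could therefore give the same calls and was not separated from differences between lineages. In the frontonasal prominence 2286 regions were higher and 1280 lower, in the somites 2263 higher and 3086 lower, and in the limb 4231 higher and 3078 lower (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05 and log2 fold change beyond 0.25, 2 libraries per location). In all, 10661 regions (19.0%) passed in at least 1 location. The median log2 fold change of the higher regions was 1.83 in the frontonasal prominence, 1.71 in the somites and 1.81 in the limb, and that of the lower regions was -2.00, -2.12 and -1.88. In simulated data with 2 libraries per location, mainly large differences were found. Regions changed 4-fold were called in 22% of cases in the frontonasal prominence, 40% in the somites and 18% in the limb, and regions changed 2-fold in 0%, 2% and 0%. The simulation changed only 50 regions at each fold, far fewer than were called in the data. Adjusted p-values depend on how many regions differ, so these shares do not carry over and may be too low. All locations shared 1 estimate of the spread. The 2 somite libraries lay closer to each other (SD of their log2 difference 0.54) than those of the frontonasal prominence (0.98) and limb (1.04). The p-values and SEs for the frontonasal prominence and limb may therefore be too small. The counts rested on single libraries. Without somite HH12 edgeR called 0 regions in any location (8752, 7671 and 11478 at an unadjusted p under 0.05 in the frontonasal prominence, somites and limb), and without somite HH15 it called 461 higher and 309 lower in the limb and 0 elsewhere (8715 and 8099 at an unadjusted p under 0.05 in the frontonasal prominence and somites). In the frontonasal prominence the calls were 0 without its HH18 library (9534 at an unadjusted p under 0.05), 974 higher without HH15, 3440 higher and 2043 lower without limb HH21, and 4224 higher without limb HH24. In the somites they were 1983 lower without frontonasal HH18, 4174 higher and 4971 lower without limb HH21, and 3504 higher without limb HH24. In the limb they were 2299 lower without frontonasal HH15 and 1775 higher without limb HH24. DESeq2 was run on all 6 libraries only and called 5356 higher and 3914 lower in the frontonasal prominence, 4862 and 6682 in the somites, and 6897 and 6002 in the limb.

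Covered length moved with the fold changes, with a Spearman correlation across regions of 0.858 for the frontonasal prominence, 0.838 for the somites and 0.884 for the limb. The median covered length of a shared region ranged from 763 bp in frontonasal HH18 to 1016.5 bp in somite HH12. With counts divided by covered bases, the calls were 786 higher and 217 lower in the frontonasal prominence, 784 and 2282 in the somites, and 2492 and 1037 in the limb. The share of calls that were higher then went from 64.1% to 78.4% in the frontonasal prominence, from 42.3% to 25.6% in the somites, where the median of all regions lay at -0.16, and from 57.9% to 70.6% in the limb. Among the 31826 regions whose smallest covered length was at least 50% of the largest, edgeR called 621 higher and 237 lower in the frontonasal prominence, 672 and 1429 in the somites, and 1439 and 855 in the limb. At 75% or more, over 12486 regions, it called 0 in the frontonasal prominence (1008 at an unadjusted p under 0.05), 21 higher and 95 lower in the somites, and 52 and 25 in the limb. Because covered length moved with the fold, these limits by construction take out many of the regions that differed. A library has counts only within its own peaks, so a shorter covered length also lowers its count and can enlarge a fold. The median log2 difference in covered length of regions called higher was 0.75 in the frontonasal prominence, 0.93 in the somites and 0.71 in the limb. For regions called lower it was -1.11, -0.77 and -1.02. How much of the folds this accounts for was not separated. Over the 178490 regions called in both libraries of at least 1 location, with a missing peak taken as 0, the balance in the somites turned to 83.9% higher (42356 higher and 8157 lower, median of all regions 0.69).

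Individual regions differed between the libraries of each location and the other 4. Of the regions higher in the frontonasal prominence with at least 100 counts in its mean library, the largest fold was that of a 1466 bp region on chromosome 9 at 14997361 to 14998826, with 20.7 and 38.2 CPM (the counts-per-million scale, over shared regions with TMM factors) against 0.22 to 0.60 in the other 4 libraries (log2 fold change 6.24 ± 0.42 SE, adjusted p = 0.0136). Its peaks covered 1406 and 1411 bp in the frontonasal libraries and 38 to 167 bp elsewhere. The next largest were on chromosome 12 at 6737814 to 6738596 (adjusted p = 0.0415) and chromosome 2 at 69537321 to 69538045 (4.68 ± 0.60, adjusted p = 0.0190, with 2 and 5 counts in the limb libraries over 23 and 72 covered bases). The first of these had 5.49 and 9.95 CPM in the frontonasal prominence and 3.44 CPM in limb HH24, against 0.55 CPM in limb HH21 and 6 and 0 counts in the somites over 74 and 2 covered bases, so its fold is not given. The following regions had a covered length in every library of at least 50% of the largest. The highest of them was on chromosome 4 at 31620984 to 31621996, with 25.8 and 37.2 CPM against 3.03 to 7.32 (log2 fold change 2.69 ± 0.42). Higher too were chromosome 1 70904820 to 70905599 (2.51 ± 0.27), chromosome 8 7060046 to 7060979 (2.48 ± 0.33), chromosome 3 23075238 to 23076188 (2.46 ± 0.31) and chromosome 4 45516895 to 45517631 (2.44 ± 0.48). The lowest was chromosome 3 94879609 to 94880722, with 5.31 and 6.51 CPM against 34.2 to 42.8 (log2 fold change -2.70 ± 0.21, adjusted p = 0.0136). On chromosome 12 the region 9323559 to 9326085 had 10.1 and 13.8 CPM against 70.6 to 77.0 (-2.62 ± 0.19), so the somite and limb levels lay close together. Lower too were chromosome 1 115053327 to 115054690 (-2.56 ± 0.37), chromosome 13 12060250 to 12061360 (-2.24 ± 0.33) and chromosome Z 19147315 to 19148180 (-2.24 ± 0.41).

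In the somites the region on chromosome 3 at 99147403 to 99149186 stood out, with 62.6 and 57.1 CPM against 1.26 to 4.0 (log2 fold change 4.62 ± 0.24, adjusted p = 0.0110), and with covered lengths of 1784 and 1682 bp against 200 to 926 bp. At the equal stage of HH15 it had 57.1 CPM in the somites and 1.89 CPM in the frontonasal prominence. Chromosome 3 9825264 to 9826186 reached 4.57 and 7.13 CPM against at most 0.25 (5.20 ± 0.66), with 3 to 20 counts over 19 to 155 covered bases in the other libraries. The region with the largest fitted fold, on chromosome 4 at 85138963 to 85140958, was not particular to the somites. Its level was 28.2 and 36.8 CPM there and 13.2 and 46.7 CPM in the limb, while the frontonasal libraries had 0 and 2 counts over 1 and 22 covered bases, so no fold is given. Among evenly covered regions the highest were chromosome 1 65744341 to 65745402, with 61.4 and 60.9 CPM against 7.71 to 13.8 (2.60 ± 0.20), and chromosome 4 54213071 to 54214371 (2.57 ± 0.23). They were followed by chromosome 7 19810063 to 19811871 (2.51 ± 0.33), chromosome 1 9296159 to 9297948 (2.49 ± 0.22) and chromosome 4 26512854 to 26513707 (2.49 ± 0.27). The region on chromosome 7 had covered lengths of 1807 and 1794 bp in the somites and 933 and 921 bp in the frontonasal prominence. Among evenly covered regions, those lower in the somites had larger folds. Chromosome 2 119369029 to 119370618 had 3.28 and 6.21 CPM in the somites against 30.8 to 99.5 elsewhere (-3.55 ± 0.47, adjusted p = 0.0140), and chromosome 4 83833678 to 83835162 followed with -3.14 ± 0.28. Chromosome 1 40228423 to 40229262 (-3.05 ± 0.29), chromosome 1 53340636 to 53341532 (-3.05 ± 0.62) and chromosome 3 65730580 to 65732014 (-3.05 ± 0.32) came next.

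The limb had a region on chromosome 2, 58728343 to 58729361, with 13.2 and 13.3 CPM (1044 and 546 counts) and 1.30 and 7.26 CPM in the frontonasal prominence. Both somite libraries had 0 counts there, over 17 and 1 covered bases, so no fold is given here either. Chromosome 3 50764598 to 50765975 had 15.4 and 30.6 CPM in the limb over 1234 and 1327 covered bases and at most 1.78 CPM elsewhere (adjusted p = 0.00933). The frontonasal libraries had 12 and 0 counts there over 140 and 26 covered bases. Chromosome 8 2578224 to 2579182, also named for its fitted fold, was open in the limb at 5.59 and 16.9 CPM and in the frontonasal prominence at 5.60 and 8.69 CPM. The somites had 1 and 0 counts there over 35 and 23 covered bases. The evenly covered regions with the largest folds were chromosome 2 5225531 to 5226599, with 30.8 and 52.4 CPM against 3.25 to 8.55 (3.15 ± 0.41), and chromosome 1 7081479 to 7083055, with 41.1 and 84.3 CPM against 5.49 to 12 (3.05 ± 0.35). On chromosome 7 the region 30968998 to 30970408 had 39.1 and 59.6 CPM (2.99 ± 0.26). Chromosome 2 124809580 to 124810474 (2.77 ± 0.36) and chromosome 3 19598706 to 19599603 (2.73 ± 0.37) were higher too. Lower in the limb were chromosome 4 83755340 to 83756779 (-2.68 ± 0.46), chromosome 1 13494401 to 13495215 (-2.56 ± 0.45), chromosome 3 101747639 to 101749620 (-2.45 ± 0.35) and chromosome 13 6235613 to 6237224 (-2.44 ± 0.30). On chromosome 24 the region 953819 to 954734 had 5.50 and 4.44 CPM in the limb against 18.4 to 36.4 elsewhere (-2.43 ± 0.24). None of the 39 regions named for the 3 locations passed without somite HH12, and 36 did not pass without somite HH15. Without frontonasal HH18 13 did not pass, and 5 did not without frontonasal HH15. No region changed direction under any alternative in which it was tested. The stricter limit on covered length, a smallest-to-largest ratio of 0.75, could not test any of them, since their highest ratio was 0.689. The looser limit held 30 of them, which had been chosen by that same limit, so it was no independent check. With counts per covered base 4 of the 39 regions did not pass. Among these were chromosome Z 19147315 to 19148180 (-1.50) and chromosome 3 9825264 to 9826186 (1.93). The others were chromosome 12 6737814 to 6738596 and chromosome 4 85138963 to 85140958, for which no fold is given. The region on chromosome Z did not pass in W-positive cells alone (-1.81), and chromosome 3 9825264 to 9826186 did not pass by DESeq2. Chromosome 12 6737814 to 6738596 did not pass over the regions called in both libraries of at least 1 location.

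Very broad regions were looked at after the values had been seen, because the widest of all differed so much. Of 101 shared regions of at least 10000 bp, 13 were higher and 5 lower in the frontonasal prominence, 6 higher and 6 lower in the somites, and 4 higher and 18 lower in the limb. The widest, chromosome 2 32589426 to 32622224 (32799 bp), had 49.6 and 19.99 CPM in the frontonasal prominence, 519 and 566 in the somites and 352 and 236 in the limb. Its log2 fold change was -3.52 ± 0.42 for the frontonasal prominence (adjusted p = 0.0182) and 2.42 ± 0.34 for the somites (adjusted p = 0.0150). Its neighbour at 32570096 to 32588856 had the same order, with -2.23 ± 0.41 and 2.10 ± 0.35. A group of 3 broad regions on chromosome 7 changed order along the chromosome. The first, 16250917 to 16282217, was highest in the somites with 453 and 468 CPM against 265 and 202 in the limb and 99.0 and 64.1 in the frontonasal prominence. The middle one, 16291215 to 16301446, was highest in the limb with 156 and 122 CPM against 83.6 and 96.4 in the somites. The last, 16312990 to 16325502, had 119 CPM in both limb libraries against 35.6 to 44.9 in the other 4 (log2 fold change 1.5 ± 0.13 for the limb, adjusted p = 0.00728). Covered length was uneven in these regions too, with a smallest-to-largest ratio of 0.0698 in the widest and 0.256, 0.337 and 0.403 in the 3 on chromosome 7.

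Other broad regions were higher in the frontonasal prominence while open in all 6 libraries. Chromosome 12 13534116 to 13546291 had 146 and 170.0 CPM there against 33.04 to 69.7 elsewhere (log2 fold change 1.63 ± 0.21, adjusted p = 0.0190). On chromosome 3 a series of 3 broad regions within a short stretch was higher in the frontonasal prominence. Their log2 fold changes were 1.40 ± 0.17 at 25927982 to 25940208, 0.99 ± 0.14 at 25947308 to 25957896 and 0.76 ± 0.10 at 25998711 to 26012018. Chromosome 14 3620554 to 3633314 was high in the frontonasal prominence (182 and 192 CPM) and the somites (139 and 126) and low in the limb (43.4 and 36.8), with a log2 fold change of -1.97 ± 0.13 for the limb. The limb was lower too at chromosome 26 2078827 to 2090938 (-1.78 ± 0.13) and higher at chromosome 1 131036114 to 131047420 (1.31 ± 0.14).

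**Figure D2:**
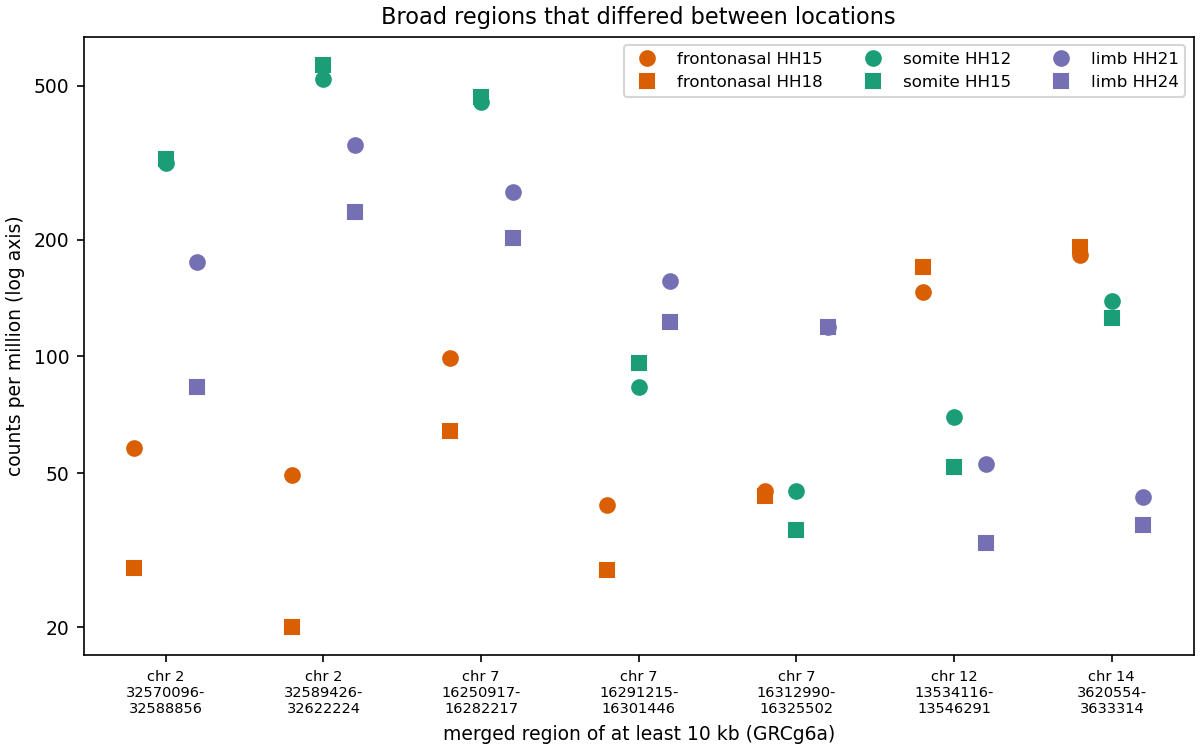
CPM (log axis) of 7 regions of at least 10000 bp in each of the 6 libraries, with colour for the location, circles for the earlier stage and squares for the later one. The chromosome 2 region 32589426 to 32622224 had 19.99 to 49.6 CPM in the frontonasal libraries and 519 to 566 in the somite libraries, and the chromosome 7 region 16312990 to 16325502 had 119 CPM in both limb libraries.

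The later library of each location was then compared with the earlier one, with location as a term and 3 pairs. No region was called by edgeR out of 56162 (0 higher, 0 lower, 4438 at an unadjusted p under 0.05), while DESeq2 called 199 higher and 63 lower. In simulated data 50% of regions changed 4-fold and 2% of those changed 2-fold were called. As values with no test, the 2 stages lay closest in the somites, where the log2 difference had an SD of 0.54 over regions and exceeded 1 in either direction in 4.36% of them. That share was 18.2% in the frontonasal prominence (SD 0.98) and 23.1% in the limb (SD 1.04). Across autosomal regions the stage differences of the frontonasal prominence and the limb went together, with a Spearman correlation of 0.459, while those of the frontonasal prominence and the somites gave 0.0921. Regions are not independent replicates, and the later library had fewer counts than the earlier one in all 3 locations.

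Single cells of each location fell into 14 clusters in the frontonasal prominence, 20 in the somites and 15 in the limb, numbered by size. Most clusters resembled another cluster of their own location more than any cluster elsewhere. For 45 of 49 clusters (91.8%, exact Clopper-Pearson 95% interval 80.4% to 97.7%), which held 98.9% of the cells, the nearest cluster was in the same location. Clusters of a location also share its libraries. With clusters summed within each library, 57 of 98 sums were nearest to another cluster of the same library and 38 to the same cluster in the other library. The latter were 31 of 40 sums in the somites, 4 of 28 in the frontonasal prominence and 3 of 30 in the limb. Intervals of shares here and below cover counting error only. Among evenly covered regions (smallest covered length at least 75% of the largest) 36 of 49 were nearest to their own location (73.5%, with 88.0% of the cells). That setting drew its most variable regions from a smaller pool, so it differed in more than covered length. The exceptions over all regions were small clusters. Frontonasal cluster 12 (178 cells) was nearest to limb cluster 14 (Spearman correlation across regions 0.247), frontonasal cluster 14 (50 cells) to somite cluster 11 (0.352), and somite cluster 16 and limb cluster 15 were nearest to each other (0.371).

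Most clusters of the frontonasal prominence fell into 2 blocks, with clusters 12, 13 and 14 in neither. Clusters 1, 2, 7 and 11 formed one, with a correlation of 0.924 between clusters 1 and 2, and clusters 3 to 6 and 8 to 10 the other, with 0.898 between clusters 3 and 4. Clusters of both blocks resembled clusters elsewhere, the second over all regions and the first mainly over evenly covered ones. Frontonasal cluster 3 (2031 cells) and somite cluster 1 (3022 cells) were each other's nearest outside their location (0.464, and 0.513 over evenly covered regions), and frontonasal cluster 4 and somite cluster 5 gave 0.445. Frontonasal cluster 4 was about as near to somite cluster 1 (0.447). Somite cluster 9 and limb cluster 13 gave 0.353, and somite cluster 13 and limb cluster 10 gave 0.265. Frontonasal cluster 2 and limb cluster 4 gave 0.324. Over evenly covered regions frontonasal cluster 7 of the first block correlated at 0.638 with somite cluster 4 and at 0.615 with limb cluster 11. Over all regions frontonasal cluster 7 reached at most 0.0574 with a somite cluster and gave 0.220 with limb cluster 11. These were partly clusters of low depth, with median counts per cell of 0.537 and 0.757 times the library median for frontonasal cluster 7, 0.916 and 0.631 for somite cluster 4, and 0.521 and 0.869 for limb cluster 11. The highest of all over evenly covered regions was 0.722, against 0.145 over all regions. It was that of the small frontonasal cluster 13 (145 cells) with somite cluster 19 (77 cells). Evenly covered regions took 37.4% and 44.8% of the counts of the former and 33.8% and 37.7% of the latter, against library medians over clusters of 23.2% to 28.3% in these 4 libraries. For frontonasal cluster 7 that share was 29.5% and 32.2%. The values over all regions used the 5000 most variable of 24149 regions. Evenly covered regions came from a smaller pool, since only 11795 on all autosomes and scaffolds met that limit. The selection for variability was therefore weaker among them. Whether this contributed to their higher correlations was not tested. Clusters were not given cell type names, because no gene positions on GRCg6a were used.

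**Figure D3:**
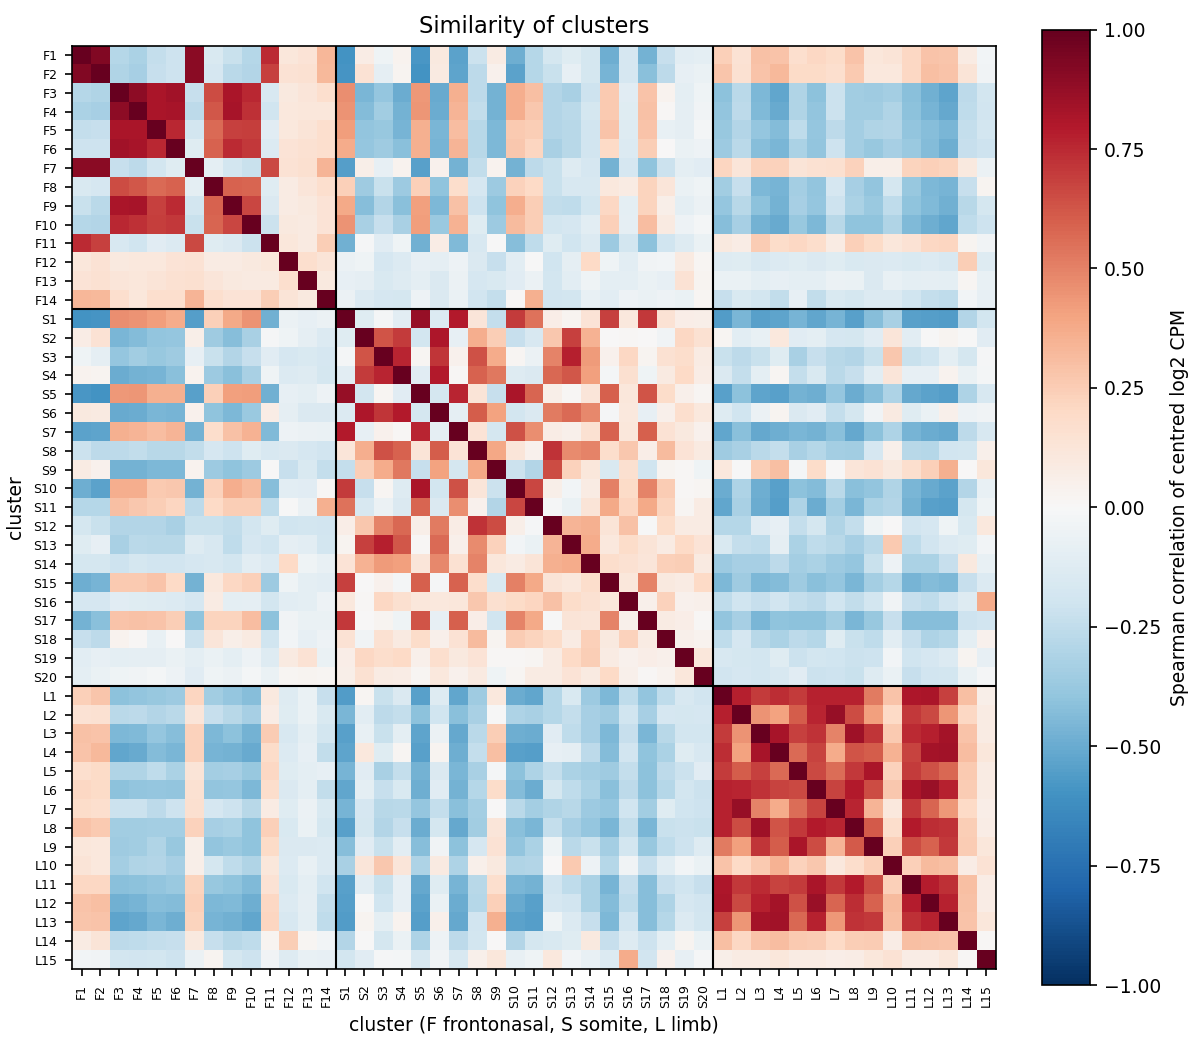
Spearman correlation across regions of log2 CPM, centred over clusters, for each pair of the 49 clusters (F frontonasal, S somite, L limb, numbered by size on both axes), as colour from -1 to 1. The regions lay on even-numbered chromosomes and scaffolds. Frontonasal clusters 3 and 4 correlate with somite clusters 1 and 5 (0.464 for clusters 3 and 1), while most limb clusters correlate with each other.

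The shares of clusters differed between the stages of each location, as values with no test since each stage had 1 library. Frontonasal cluster 11 had 0.0634% of cells at HH15 (exact 95% interval 0.0173% to 0.162%) and 3.49% at HH18 (3.02% to 4.0%). Frontonasal cluster 5 had 4.20% and 9.11%, while cluster 6 had 7.35% and 2.83% and cluster 7 had 6.92% and 3.22%. In the somites cluster 1 made up 23.4% of cells at HH12 and 13.5% at HH15. Somite clusters 4 and 6 had 5.83% and 4.37% at HH12 and 11.4% and 8.13% at HH15. In the limb cluster 11 had 7.54% at HH21 and 3.27% at HH24, and cluster 14 had 2.24% and 0.696%. Several clusters with a lower share at the later stage were of low depth. At the earlier stage their median counts per cell were 0.517 times the library median in frontonasal cluster 6, 0.537 in frontonasal cluster 7, 0.521 in limb cluster 11 and 0.666 in limb cluster 14, while somite cluster 1 had 0.883. Low depth also occurred where the share was higher at the later stage. At the earlier stage somite cluster 7 (3.63% and 5.14% of cells) had 0.597 times the library median. Frontonasal cluster 8 (3.71% and 5.53%) had 0.615.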

Values the study reported

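The study kept 6171 cells of the frontonasal prominence at HH15 and 5356 at HH18, 11,232 somite cells at HH12 and 2874 at HH15, and 4453 limb cells at HH21 and 6529 at HH24 after its own quality filters.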

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

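The tests on the sex of the cells and on called length were chosen only after the result was seen, apart from the test of W-positive cells with a higher rate of reads on chromosome W and the test that removed the trend on level and width.

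The share of cells with reads on chromosome W stood out because no comparison of locations uses it and it differed widely. It was 17.5% in somite HH15 (exact 95% interval 16.0% to 19.0%) and 78.6% in limb HH24 (76.7% to 80.4%), the lowest and highest of the 6 libraries. The others had 43.8% in frontonasal HH15, 49.0% in frontonasal HH18, 69.3% in somite HH12 and 66.2% in limb HH21. These are shares of 10554 W-positive and 8581 W-negative cells, while 1329 of 20464 classed cells (6.49%) lay between the classes. Embryos of both sexes therefore contributed to every library. Fitted on W-negative or W-positive cells alone, the counts of regions that differed between locations stayed within 1.5 times of the counts over all cells, with 2479 and 2725 higher in the frontonasal prominence.

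Regions on chromosome Z, of which female birds carry a single copy, were lower in W-positive cells. Of 2641 Z regions 2579 were lower and 5 higher, with a median log2 difference of -0.90, where the copy number alone would give -1 (edgeR quasi-likelihood, Benjamini-Hochberg; 6 libraries, each with both classes). In 1 of the 32 splits that swap the classes of some libraries, the real one, as many Z regions were called (2550, fitted with 5000 other regions, against 436 at most in the others). That is the smallest share that 32 splits can give. The classes rest on reads from chromosome W, so a difference in Z copies follows from the grouping. Scaling as the whole cause of the gap is argued against, since the autosomal median of 0.0346 leaves the Z median at -0.93 relative to autosomes. Barcodes that hold cells of both sexes may explain the gap. With W-positive cells at or above the median W rate of their library, the Z median was -0.96, or -0.995 relative to autosomes. In those cells the median accessibility of Z regions was therefore close to the value from copy number alone. Single regions were not tested for a departure from it. RNA was not measured in these libraries, so a compensation of Z dosage in transcripts stays open. The W-positive share was higher among the removed doublets in 6 of 6 libraries. A doublet is W-positive if either of its cells is, so this share says nothing about the kept cells.

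The effect of sex differed between locations in 5 of 56162 regions (interaction test of edgeR, Benjamini-Hochberg; 2228 at an unadjusted p under 0.05). On chromosome 1 the region 19802 to 24014 (adjusted p = 5.44e-09) had log2 ratios of W-positive to W-negative cells of 1.01 and 0.98 in the limb libraries and -0.31 to -0.06 in the other 4. Its neighbour 25248 to 28350 passed too (adjusted p = 0.00517). On chromosome 3 the region 101720392 to 101722190 (adjusted p = 2.07e-05) had -0.91 and -0.90 in the frontonasal prominence, 0.77 and 1.31 in the limb, and 0.27 and -0.74 in the somites. On the same chromosome 44064160 to 44066943 (adjusted p = 0.0391) had -0.61 and -0.71 in the limb, and on chromosome 20 the region 1447988 to 1458674 passed with adjusted p = 6.06e-06. No explanation was tested for these regions, and a few embryos with a variant sequence in one sex of a pool remain open.

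The stage differences of the frontonasal prominence and the limb went together across 53485 autosomal regions (Spearman 0.459). Called length as the cause is argued against by regions of nearly equal covered length, where the correlation was 0.75 (0.746). Both stage differences fell with the somite level of regions (Spearman -0.217 for the frontonasal prominence and -0.373 for the limb). Among regions of nearly equal covered length this trend was stronger (-0.522 and -0.552), so that set differs in more than covered length. The correlation was 0.431 once the trend on that level and on width was removed, and 0.613 among regions of nearly equal covered length. This argues against the trend as the whole cause. Library quality that acts in another way was not tested. A batch shared by frontonasal HH18 and limb HH24, which had the lowest totals and the lowest shares of even values (85.3% and 85.6%), base composition, which needs a genome, and a change with age shared by both tissues stay open and cannot be told apart here. For the test over all locations, the real split of the 6 libraries called 0 regions and the highest other 0, so all 10 of 10 splits gave as many by construction and the count says nothing about chance.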

How the results depend on the processing

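The settings on covered length, chromosomes W and Z, W classes, doublets, thinned counts and clusters were chosen only after the result was seen. The labels give no replicate numbers that pair libraries across locations, so the earlier or later stage was used as a block. Where nothing else is said, the cause was not tested.

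With the DESeq2 Wald test the calls were 5356 higher and 3914 lower in the frontonasal prominence, 4862 and 6682 in the somites, and 6897 and 6002 in the limb, and 199 higher and 63 lower at the later stage. With regions called in both libraries of at least 1 location they were 19820 and 8186, 42356 and 8157, and 27132 and 11764, as more regions were tested and those without a peak counted as 0. With a smallest covered length of at least 50% of the largest they were 621 and 237, 672 and 1429, and 1439 and 855. At 75% they were 0 and 0 (1008 at an unadjusted p under 0.05), 21 and 95, and 52 and 25. These settings tested 31826 and 12486 regions and by construction left out many that differed, because covered length moved with the fold. A difference in covered length can itself enlarge a fold, since a library has counts only within its own peaks. With counts per covered base they were 786 and 217, 784 and 2282, and 2492 and 1037, of which 682 frontonasal, 608 somite and 2142 limb regions were also higher in the fit of plain counts.

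Leaving out each library gave 0 to 4224 higher and 0 to 2043 lower in the frontonasal prominence, 0 to 4174 and 0 to 4971 in the somites, and 0 to 5216 and 0 to 3944 in the limb. Without somite HH12 all calls were lost. The counts stayed within 1.5 times under DESeq2 size factors, no filter, no fold minimum, stage as a block, without chromosomes W and Z, W-negative or W-positive cells alone, doublets kept and thinned counts. The filter on low counts removed no region, so that setting tests nothing. The stage comparison gave 0 regions under every setting but DESeq2.

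Exclusive regions numbered 8253 in the somites and 7353 in the limb with the stricter list, which holds fewer peaks. With a reciprocal overlap peaks were counted in place of merged regions, and 10376 were exclusive to the frontonasal prominence, compared with 7580 peaks at an overlap of 1 bp. The Jaccard means were 0.658 within and 0.457 between locations with the stricter list and 0.443 and 0.264 with the reciprocal overlap, over peaks. The nearest cluster was in the same location for 73.5% of clusters over regions with a smallest covered length of at least 75% of the largest, and for 92.5% to 95.9% under the other settings. The limit on covered length also left a smaller pool from which the most variable regions were taken.

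For the 39 named regions, 592 of 692 values under alternatives stayed past the threshold, 100 did not, 93 of them with a library left out, and 0 reversed. No named region reached the stricter limit on covered length (a ratio of 0.75), so these values do not include that setting. The planned results on mesenchyme-like and chondrogenic-like cells, promoters, gene lists, cell classes and motifs were not run for want of gene positions on this genome build. Leaving out a library was not tried for exclusive regions, which need both libraries of a location.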

Other observations

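All tests on these values were chosen only after the result was seen.

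A few regions went against the lower accessibility of chromosome Z in W-positive cells. On chromosome Z, 4 adjoining regions between 73366238 and 73376339 had log2 differences of 5.17 ± 0.20, 5.26 ± 0.11, 5.42 ± 0.15 and 5.36 ± 0.16 (SE, 6 libraries, edgeR quasi-likelihood) and were higher in 6 of 6 libraries. Their level in W-negative cells was at most 8.48% of that in W-positive cells. Chromosome Z 27125805 to 27126445 had 2.44 ± 0.28 and was higher in 4 of 6 libraries. On chromosome 3 the region 105167553 to 105168798 had 3.35 ± 0.26 (adjusted p = 5.47e-13), with a mean of 1.37 CPM in W-negative and 12.5 CPM in W-positive cells. In 4 of the 6 regions, the adjoining ones, the W-negative level was at most 10% of the W-positive one in all 6 libraries. Reads from similar W sequence placed at these sites would give this. Sites open mainly in W-positive cells would give it too, so these values cannot decide. The region on chromosome 3 had W-negative levels of 3.56% to 42.7% of the W-positive ones, and no W sequence was at hand to decide between the explanations.

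The Z difference was even along the chromosome. Over 17 bins of 5 Mb its median ranged from -0.93 to -0.86, and leaving out each library moved the median over all Z regions only between -0.92 and -0.90. The 53485 regions on autosomes and scaffolds had 193 called higher and 18 lower.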
